# Comparative analysis of teratogen-induced malformations and gene expression across zebrafish strains in early development

**DOI:** 10.1016/j.toxrep.2025.102117

**Published:** 2025-08-21

**Authors:** Chitose Taya, Kota Ujibe, Shinnosuke Shimodaira, Aoto Sakamoto, Seiji Wada, Makoto Kashima, Hiromi Hirata

**Keywords:** Malformation, Mortality, Strain, Teratogen, Toxicology, Zebrafish

## Abstract

Zebrafish embryos are widely used in developmental toxicity testing. However, the extent to which genetic background influences susceptibility to teratogenic compounds remains incompletely understood. We here evaluated inter-strain variability in both phenotypic and transcriptomic responses to six model teratogens using five commonly utilized zebrafish strains, AB, TU, RW, WIK, and PET. All test compounds, valproic acid, hydroxyurea, methotrexate, acitretin, topiramate, and ibuprofen, elicited concentration-dependent developmental toxicity characterized by malformations at moderate doses and lethality at higher concentrations. Despite distinct toxicodynamic profiles, the incidence and severity of phenotypic outcomes were highly consistent across strains. Transcriptomic analysis was performed following exposure to valproic acid, hydroxyurea, and warfarin, revealing strong, dose-dependent gene expression changes that were largely conserved among strains. Principal component analysis demonstrated that chemical concentration, rather than strain, was the dominant driver of transcriptional variation. Minor strain-specific differences were observed at baseline or low-dose levels but did not alter the overall direction or magnitude of response. These findings demonstrate that zebrafish embryos from diverse genetic backgrounds exhibit broadly conserved developmental and molecular responses to teratogens. The minimal inter-strain variability supports the use of any wild-type strain, transgenic line, or even outbred population in developmental toxicity testing without compromising sensitivity or reproducibility. Our study reinforces the suitability of zebrafish as a robust vertebrate model in regulatory toxicology.

## Highlights

• Developmental toxicity was assessed using five common zebrafish wild-type strains.
• Six model teratogens caused consistent malformations and lethality across strains.
• Transcriptomic responses to teratogens were strongly dose-dependent and conserved.
• Strain had minimal impact on phenotypic or gene expression outcomes.
• Zebrafish embryos provide a robust and reproducible model for toxicity testing.

## 1 Introduction

Zebrafish (*Danio rerio*) has emerged as a powerful and versatile vertebrate model organism for a wide range of biological research, including developmental biology, genetics, neuroscience and drug discovery [8]. Its small size, rapid ex vivo development, early transparency, high fecundity, and genetic tractability make it particularly well-suited for studying early developmental processes and deficiency [13], [30]. Furthermore, the significant genetic conservation between zebrafish and humans, estimated at approximately 70 % for protein-coding genes, enhancing its translational relevance for biomedical research [1], [10].

Over several decades of research, numerous zebrafish strains have been established in laboratories and are now widely used in the world [37]. Commonly used wild-type laboratory strains include AB, Tübingen (TU), RW, and WIK, each originating from different local distributors or geographical regions [4], [22], [26], [27], [30]. The PET strain, which is available from a local distributor, is a long-term pet store stock not subjected to the same controlled breeding practices as laboratory-maintained strains. Recent whole genome sequencing and phylogenetic analysis confirmed that these strains share a common ancestor, with the WIK strain forming a distinct subgroup from the others [27]. Genetic drift and selective breeding pressures during domestication have led to the accumulation of genetic polymorphisms in each strain, potentially resulting in phenotypic divergence among zebrafish strains [9], [27]. Indeed, several studies have reported subtle yet notable inter-strain differences in various aspects of zebrafish biology. For instance, morphological variations in growth and body size among strains have been documented [18], [19]. At the physiological level, strain-specific differences have been observed in larval hemostasis, adult stress responses, and reproductive traits [3], [6], [32]. Furthermore, behavioral differences, such as locomotion, circadian rhythms, and shoaling, have also been identified in both larvae and adults across strains [5], [14], [17], [32], [33], [34].

During early embryonic development in zebrafish, a complex and tightly regulated cascade of molecular and cellular events orchestrates the formation of tissues and organs [23]. This intricate process is highly sensitive to environmental perturbations, including exposure to chemical compounds. Developmental toxicity, characterized by the induction of malformations, growth retardation, or embryonic lethality, can arise from the disruption of these critical developmental pathways [25]. Given the genetic diversity among zebrafish strains, it is plausible that these variations could influence their susceptibility to developmental toxicants. Previous investigations have also explored potential strain-specific differences in developmental toxicity. For example, studies have reported variations in sensitivity to certain chemicals based on the zebrafish strain used [7], [15], [16], [24]. These differences could be attributed to variations in xenobiotic metabolism, target protein affinity, or the efficiency of DNA repair mechanisms across different genetic backgrounds. Understanding the extent of inter-strain variability in developmental toxicity is crucial for ensuring the reproducibility and generalizability of toxicological studies using zebrafish as a model. However, most previous studies have been limited to either phenotypic endpoints or a narrow selection of strains, and few have integrated standardized malformation and embryo-fetal lethality (MEFL) assays with transcriptomic profiling across multiple genetically distinct zebrafish strains.

This study aims to comprehensively evaluate inter-strain variability in chemical susceptibility during zebrafish teratogenicity testing. We employed the MEFL assay, which is a standardized method for assessing developmental toxicity, across five commonly used zebrafish strains (AB, TU, RW, WIK, and PET), using a panel of six model teratogens administered at therapeutically relevant low doses. Furthermore, to investigate the underlying molecular mechanisms, we conducted RNA sequencing (RNA-Seq) to examine transcriptional responses in a subset of strains exposed to selected compounds at both low and high concentrations. By comparing phenotypic variability with transcriptomic differences, we conclude that genetic background has a limited influence on susceptibility to developmental toxicity in zebrafish. The combination of MEFL testing with RNA-Seq across multiple strains not only extends previous work but also has practical regulatory implications, as it supports the reproducibility of zebrafish-based developmental toxicity testing and could facilitate the refinement or broader adoption of internationally harmonized guidelines such as those of the OECD.

## 2 Materials and methods

### 2.1 Ethics declarations

This study was approved by the Animal Care and Ethics Committee of Aoyama Gakuin University and carried out according to the Animal Research Reporting of In VIVO Experiments (ARRIVE) guidelines and relevant regulations.

### 2.2 Animals

Zebrafish (*Danio rerio*) AB, TU, and WIK strains were purchased from Zebrafish International Resource Center in the University of Oregon, USA. The RW strain was obtained from National BioResource Project (NBRP), Japan. In addition to commonly used laboratory strains, we included the PET strain, which was obtained from a local pet store in Japan (Charm, Oizumi, Gunma). This strain was chosen to capture a broader spectrum of genetic diversity, as PET populations are expected to have undergone different founder effects, breeding histories, and environmental exposures compared to established laboratory strains. Zebrafish were reared and maintained in 1.7 L tanks in a recirculating Meito System at 28 ± 1 °C under a 14 h light and 10 h dark photoperiod according to the standard protocol [36]. Zebrafish larvae were raised in 90 mm dishes until 5 days post-fertilization (dpf) and then placed in the recirculation system at 5 dpf. Larval fish were fed Gemma Micro ZF 75 and paramecia twice a day from 5 dpf to 1 month post-fertilization (mpf). Juvenile fish (1–3 mpf) were fed Gemma Micro ZF 75 and brine shrimp twice a day. Adult fish (3 mpf ∼) were fed Otohime B2 or Gemma Micro ZF 300 and brine shrimp twice a day.

### 2.3 Test compounds

Seven test compounds (valproic acid, hydroxyurea, methotrexate, acitretin, topiramate, ibuprofen, and warfarin) listed in the ICH Reference Compound List [11] were used in this study. The test compounds were dissolved in dimethyl sulfoxide (DMSO) or water to prepare the master solutions as described previously [21]. These master solutions were diluted using E3 medium (5 mM NaCl; 0.17 mM KCl; 0.33 mM CaCl_2_; 0.33 mM MgSO_4_) [36]. In the case where we used DMSO as a solvent, the final DMSO concentration was set at 0.5 % for zebrafish embryo exposure.

### 2.4 Chemical exposure of zebrafish embryos

To evaluate inter-strain variability in chemical susceptibility during zebrafish embryogenesis, we performed MEFL testing based on the OECD test guideline 236 (TG236), with minor modifications to suit our experimental design. In brief, adult female and male zebrafish that generated embryos in previous week were used for mating. A pair of adult fish of AB, TU, RW, WIK, and PET strains were housed overnight in a breeding tank with a divider prior to mating. The following morning, the divider was removed to initiate mating after the light of the fish room turned on. Embryos of AB, TU, RW, WIK, and PET strains were collected within 1–3 h post-fertilization (hpf) to ensure synchronized developmental timing and incubated in system water at 28.5 °C in 90 mm petri dishes. Embryos were microscopically examined at 4–6 hpf, and any showing spontaneous developmental abnormalities, such as irregular cleavage, abnormal yolk morphology, or delayed development, were excluded from testing. Healthy embryos were randomly assigned to experimental groups and transferred to 24-well plates at one embryo per well in system water. At 4–6 hpf, system water was replaced to chemical-containing E3 medium. In one assay, 10–20 individual zebrafish embryos were tested at each concentration. They were placed in a 28.5 °C incubator with no medium change for up to 5 dpf and subjected to the assessment of viability and morphological abnormality under a stereomicroscope as described previously [20], [21].

### 2.5 RNA-Seq

RNA extraction from zebrafish larvae and RNA purification were described previously [31]. The RNA concentration was determined using the Quantus Fluorometer with QuantiFluor RNA System Kit (Promega) according to the manufacturer’s manual. RNA was diluted to a final concentration of 2 ng/µl and used to prepare library for RNA-Seq. Library preparation was conducted according to the Lasy-Seq ver 1.1 method. In brief, reverse transcription was done using SuperScript IV reverse transcriptase (Thermo Fisher Scientific) and indexed reverse transcription primers. Following program was used for reverse transcription: 65 °C 10 min; 80 °C 15 min; 4 °C forever in ProFlex PCR System. Products of reverse transcription were pooled and then purified using an equal volume of AMpure XP beads (Beckman Coulter) according to the manufacturer’s manual. Second strand synthesis was conducted with RNase H (Enzymatics) and DNA polymerase I (Enzymatics) at 16 °C for 2 h. Synthetic double-strand DNA (dsDNA) were treated with RNase T1 (Thermo Fisher Scientific) at 37 °C for 5 min. Fragmentation was conducted using 5x WGS Fragmentation Mix (Enzymatics) at 32 °C for 6.5 min followed by heat inactivation at 65 °C for 30 min. Ligation was conducted using 5x Ligation Mix (Enzymatics) at 20 °C for 15 min. Library amplification was conducted using KAPA HiFi HotStart ReadyMix (KAPA BIOSYSTEMS) using the following program: 95 °C 5 min; 98 °C 20 s, 60 °C 15 s, 72 °C 40 s, 12 cycles; 72 °C 3 min; 4 °C forever in QuantStudio 5 Real-Time PCR Systems (Thermo Fisher Scientific). The library was subjected to electrophoresis in Bioanalyzer 2100 (Agilent Technologies) with the Agilent High Sensitivity DNA kit (Agilent Technologies). Library concentration was determined using Quantus Fluorometer (Promega) with the QuantiFluor ONE dsDNA System kit (Promega) and diluted to 4 ng/µl. Sequencing of 150-bp paired-end reads was conducted using HiSeq X Ten (Illumina). Methods for mapping of sequencing data and counts of transcripts were described previously [12]. The principal component analysis (PCA) was performed in R software using RunPCA and FindVariableFeatures functions with default parameters.

## 3 Results

### 3.1 MEFL testing

To systematically investigate how genetic background influences developmental chemical sensitivity, we exposed embryos from five commonly used zebrafish strains, AB, TU, RW, WIK, and PET to a panel of six well-characterized model teratogenic compounds at the onset of 4–6 hpf (Fig. 1). These chemicals, valproic acid, hydroxyurea, methotrexate, acitretin, topiramate, and ibuprofen, were selected based on their known mechanisms of action and clinical relevance, as each has been associated with teratogenic effects in established animal models. All six test compounds elicited adverse developmental outcomes in a concentration-dependent manner at 5 dpf, although the nature and severity of the responses varied between chemicals. Valproic acid, an antiepileptic agent known to interfere with neural tube development, consistently induced a dose-responsive decline in the percentage of normal embryos in all strains. Moderate concentrations led to elevated rates of craniofacial and axial malformations, while higher doses resulted in significant lethality across the board (Fig. 2A). Hydroxyurea, which disrupts DNA synthesis, similarly caused malformations at intermediate concentrations and lethality at higher doses in all strain, suggesting only a subtle inter-strain variability in response thresholds (Fig. 2B). Methotrexate, a folate pathway inhibitor, triggered a robust and reproducible increase in both malformations and mortality with rising concentrations, and notably, the pattern of responses was nearly identical across the five strains, reflecting high reproducibility and minimal genetic variation in sensitivity to this compound (Fig. 2C). Acitretin, a synthetic retinoid, proved to be the most potent among the panel, producing pronounced teratogenic effects and embryo death even at nanomolar concentrations, indicative of high toxicity and low threshold for developmental disruption. This effect was uniformly observed in all strains, suggesting that the retinoid pathway is equally susceptible across different genetic backgrounds (Fig. 2D). In contrast, topiramate, an anticonvulsant drug, exhibited a higher toxicity threshold, with developmental abnormalities only emerging at concentrations of 100 μM or above, and lethality occurring at even higher levels. Importantly, the response patterns were consistent across all strains, and no apparent inter-strain differences in sensitivity were detected (Fig. 2E). Ibuprofen, a commonly used nonsteroidal anti-inflammatory drug (NSAID), produced dose-dependent effects characterized by malformations at lower micromolar concentrations and increased lethality at higher concentrations, again with consistent responses among all five strains tested (Fig. 2F). Collectively, these findings demonstrate that although each compound displays a distinct toxicity profile, the overall patterns of phenotypic responses were broadly conserved among the five zebrafish strains. This suggests that zebrafish embryos exhibit comparable developmental susceptibility to a range of chemical insults, reinforcing their utility as a robust vertebrate model for high-throughput toxicological screening.

**Fig. 1:**
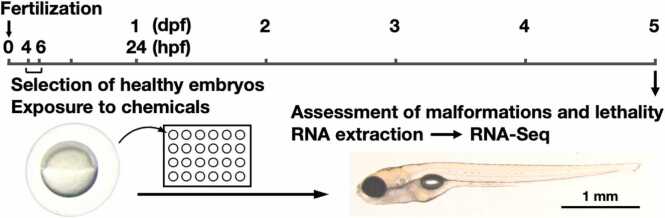
Schematic overview of the experimental design for the zebrafish MEFL test. Healthy zebrafish embryos were selected at 4–6 hpf for the MEFL testing. Immediately following selection, embryos were exposed to test chemicals in 24-well plates. The exposure continued under standardized conditions until 5 dpf, equivalent to 120 hpf. At the end of the exposure period, larvae were examined for morphological abnormalities and lethality. Representative larvae were then subjected to RNA extraction for transcriptomic profiling using RNA-Seq. This design enables the parallel assessment of developmental toxicity and gene expression changes in response to chemical exposure.

**Fig. 2:**
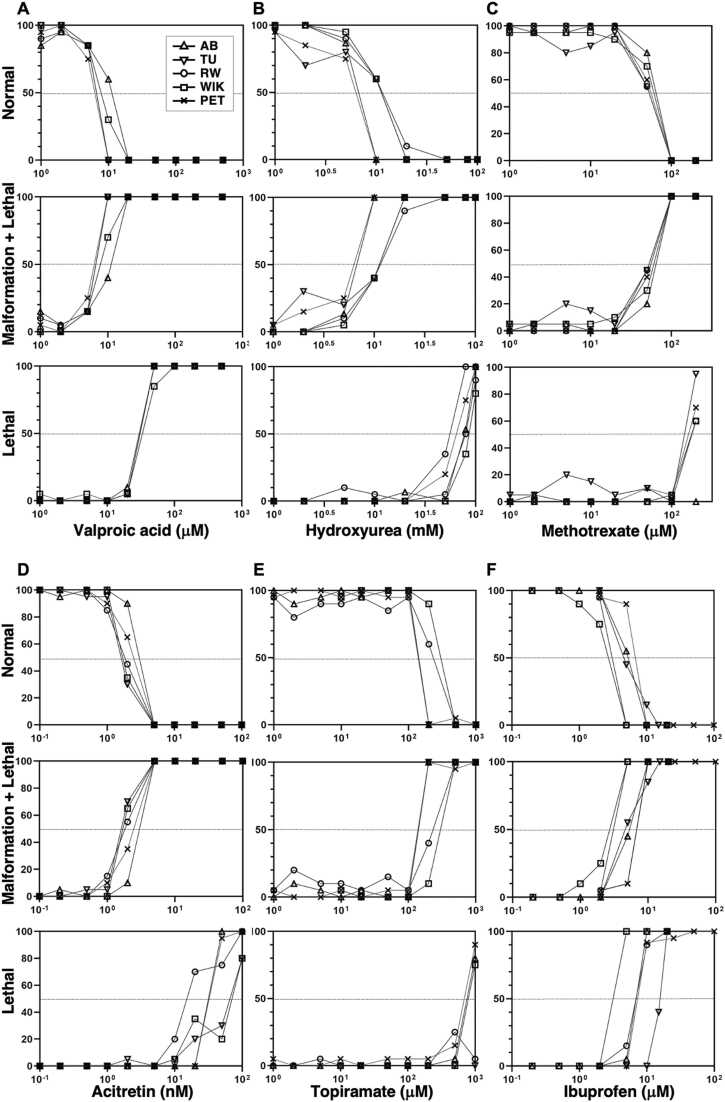
Comparable teratogenic and lethal responses were observed across five zebrafish strains upon chemical exposure. Each panel illustrates the dose-dependent effects of six representative compounds on zebrafish embryonic development assessed at 5 dpf. The data are shown for three outcome categories: percentage of embryos displaying a normal development (top row), the combined percentage of embryos exhibiting malformations or lethality (middle row), and embryos exhibiting lethality alone (bottom row). Embryos were exposed to the indicated chemicals from 5–6 hpf to 5 dpf. The x-axes represent the logarithmic concentration of each compound. The y-axes show the percentage of embryos falling within each category at each concentration tested. Zebrafish strains: AB (closed triangle), TU (open triangle), RW (circle), WIK (square), and PET (×). The six compounds tested include: (A) Valproic acid, (B) Hydroxyurea, (C) Methotrexate, (D) Acitretin, (E) Topiramate, and (F) Ibuprofen. The sample sizes (n) for each chemical concentration and zebrafish strain were shown in Supplementary Table S1. The number of biological replicates is one. Despite differences in genetic background, all strains exhibited consistent patterns of developmental toxicity and lethality, supporting the reproducibility of chemical responses across strains under standardized testing conditions.

### 3.2 Transcriptome analysis

To investigate the impact of chemical exposure on transcriptional responses during early zebrafish development, we conducted a comparative transcriptomic analysis across five zebrafish strains: AB, TU, RW, WIK, and PET. 

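RNA of single whole larvae was sequenced by Lasy-Seq, a 3′ RNA-Seq method in which the RNA of each larva receives its own index during reverse transcription and the indexed products are then pooled into 1 library. The data analysed here hold 340 larvae at 5 dpf, of which 160 belong to the experiment with valproic acid, 76 to that with warfarin and the others to that with hydroxyurea, each with its own untreated controls at 0. AB, TU, RW and WIK are laboratory strains, and PET came from a local pet shop. The experiment with valproic acid had 5 strains with 8 larvae at each of 0, 1, 5 and 20 µM. The experiments with hydroxyurea (0, 1.3, 6.6 and 33 mM) and warfarin (0, 150 and 300 µM) had AB, TU, RW and PET, with 4 to 7 larvae in each group. These numbers are those of Supplementary Table S2 except for TU at 300 µM of warfarin, for which 6 larvae were analysed here and the paper's table lists 8. The paper gives the number of biological replicates as 1, so each SD below is the spread between single larvae of 1 exposure, and a difference between strains is also a difference between the clutches that were used.

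The authors deposited estimated counts of 31658 genes in each larva, without normalization, and 0.960% of these genes had no count in any larva. For 34 genes, at least 1 of 24 larvae had a value that was not a whole number, and all values were rounded before testing. Counts were then tested for each compound with edgeR's quasi-likelihood test after TMM normalization, with strain and dose as terms and the larvae of all doses in 1 fit. The genes kept by edgeR's filterByExpr were tested, which were 18192 for valproic acid, 15042 for hydroxyurea and 13482 for warfarin. A gene was counted as changed when its p-value with Benjamini-Hochberg adjustment was under 0.05, with no minimum fold change.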

Embryos from each strain were exposed to three well-characterized model compounds, valproic acid, hydroxyurea, and warfarin, administered at increasing concentrations to capture both subtle and overt molecular responses. 

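The total count per larva was 124136 to 14186334 with a median of 2272278, and it differed between strains within each experiment. In the experiment with valproic acid it was 739073 to 7832478 in AB (median 2478018.5), 404362 to 5086347 in TU (median 1305008), 3202398 to 14186334 in RW (median 6718419.5), 189169 to 5662436 in WIK (median 3337120) and 349491 to 2020665 in PET (median 1053357.5). With hydroxyurea it was 327625 to 2127892 in AB (median 858849.5), 124136 to 6597875 in TU (median 3375084), 1114195 to 4348036 in RW (median 2602611.5) and 1302754 to 5032253 in PET (median 3218433). With warfarin it was 1082558 to 5873611 in AB (median 3131366), 414905 to 3037607 in TU (median 1059273), 984779 to 4027949 in RW (median 2374246) and 903831 to 3256956 in PET (median 1862002.5). Strain accounted for 61.02% of the variance of the log10 total count with valproic acid, 54.5% with hydroxyurea and 41.9% with warfarin (permutation of strains within doses, one-sided, p = 1e-05 in each, the smallest that 100000 permutations can give). The strain with the highest median was not the same in the 3 experiments, being RW, TU and AB.

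**Figure D1:**
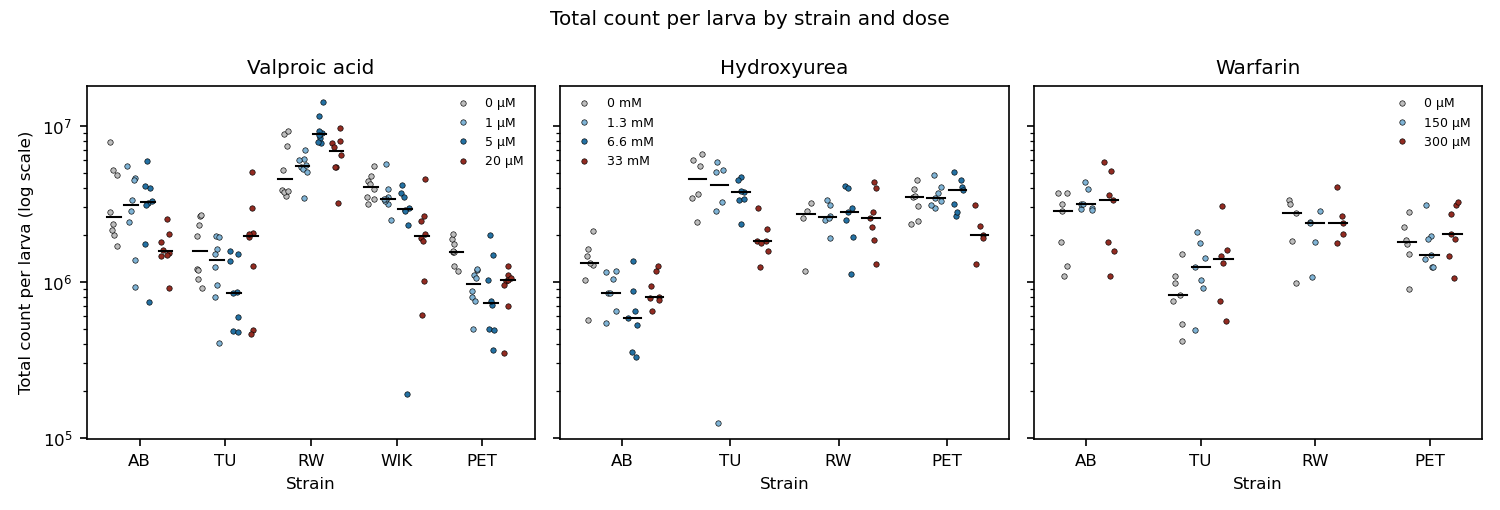
Total count of each larva on a log axis by strain and dose, with valproic acid, hydroxyurea and warfarin in separate panels. Each point is a single larva and each horizontal line is the median of its group. With valproic acid, RW larvae had a median of 6718419.5 counts and PET larvae 1053357.5, and with hydroxyurea AB larvae had a median of 858849.5.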

Exposure was carried out at the onset of 5–6 hpf and total RNA was extracted from individual larvae at 5 dpf to enable high-resolution transcriptional profiling. 

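For PCA, the counts of the larvae of each compound were normalized to 10000 per larva and log-transformed, and the 2000 most variable genes were scaled to unit variance. These are Seurat defaults chosen here, since the paper names 2 Seurat functions but not the normalization, the scaling or the larvae in each PCA. Components 1, 2 and 3 held 21.6%, 7.94% and 2.57% of the variance for valproic acid, 8.89%, 5.67% and 4.55% for hydroxyurea, and 9.40%, 4.69% and 4.00% for warfarin. Among the first 5 components, the one with the largest share of its variance between doses was taken as the dose component. This was component 2 for valproic acid (74.1% between doses), component 1 for hydroxyurea (63%) and component 2 for warfarin (62.7%), and its sign was set so that the highest dose had the higher scores. Component 1 of valproic acid instead separated strains, with 64.4% of its variance between strains and 6.43% between doses. Component 1 of warfarin had 79.6% between strains and 6.33% between doses. Both of these components followed the total count among larvae of the same strain and dose. For valproic acid, Pearson's r with the log10 total count within groups was 0.57 and Spearman's rho 0.59 (160 larvae, permutation within groups, p = 1e-05, the smallest that the permutations can give, adjusted p = 4.5e-05 over the 9 relations of components 1 to 3). For warfarin, r was 0.71 and rho 0.76 (76 larvae, the same p-values). Without the 2 larvae with the most extreme total counts within groups, r was 0.61 and 0.69. Component 2 of hydroxyurea, with 59.97% of its variance between strains, also followed the total count within groups (r = 0.31, permutation p = 0.001, adjusted p = 0.003). Of the dose components, that of valproic acid had r = -0.19 within groups (permutation p = 0.0229, adjusted p = 0.0514), that of hydroxyurea r = -0.10 (permutation p = 0.342, adjusted p = 0.384) and that of warfarin r = -0.15 (permutation p = 0.18, adjusted p = 0.232). Over all larvae, without regard to groups, their r was -0.36, -0.50 and -0.01 in the same order.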

The resulting transcriptomic datasets were subjected to PCA to visualize global gene expression variation and identify patterns associated with both treatment concentration and genetic background. This approach allowed us to examine whether strain-specific differences contribute significantly to molecular responses or whether chemical exposure is the dominant factor influencing gene expression profiles. 

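The number of genes that differed from untreated controls was larger at each higher dose in all 3 experiments. For valproic acid, 1 of the 18192 genes tested was changed at 1 µM, 432 at 5 µM (38 higher and 394 lower) and 3721 at 20 µM (1636 higher and 2085 lower). The gene changed at 1 µM was aep1, with a log2 fold change of 0.73 (standard error 0.15, adjusted p = 0.0283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 40 larvae per dose). For hydroxyurea, 1 of 15042 genes was changed at 1.3 mM, 93 were higher and 80 lower at 6.6 mM, and 3432 were changed at 33 mM (1546 higher and 1886 lower). The gene changed at 1.3 mM was ccl20a.3, named here after its values were seen, with a log2 fold change of 2.84 (standard error 0.50, adjusted p = 0.000685 from the same test). For warfarin, 429 of 13482 genes were changed at 150 µM (54.8% of them higher) and 1294 at 300 µM (626 higher and 668 lower). The counts at the lowest doses moved most with the filter on low counts, since 553 genes at 1 µM of valproic acid and 81 at 1.3 mM of hydroxyurea were changed when every gene with at least 1 count was tested. Without PET larvae, 52 genes were changed at 5 µM of valproic acid.

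**Figure D2:**
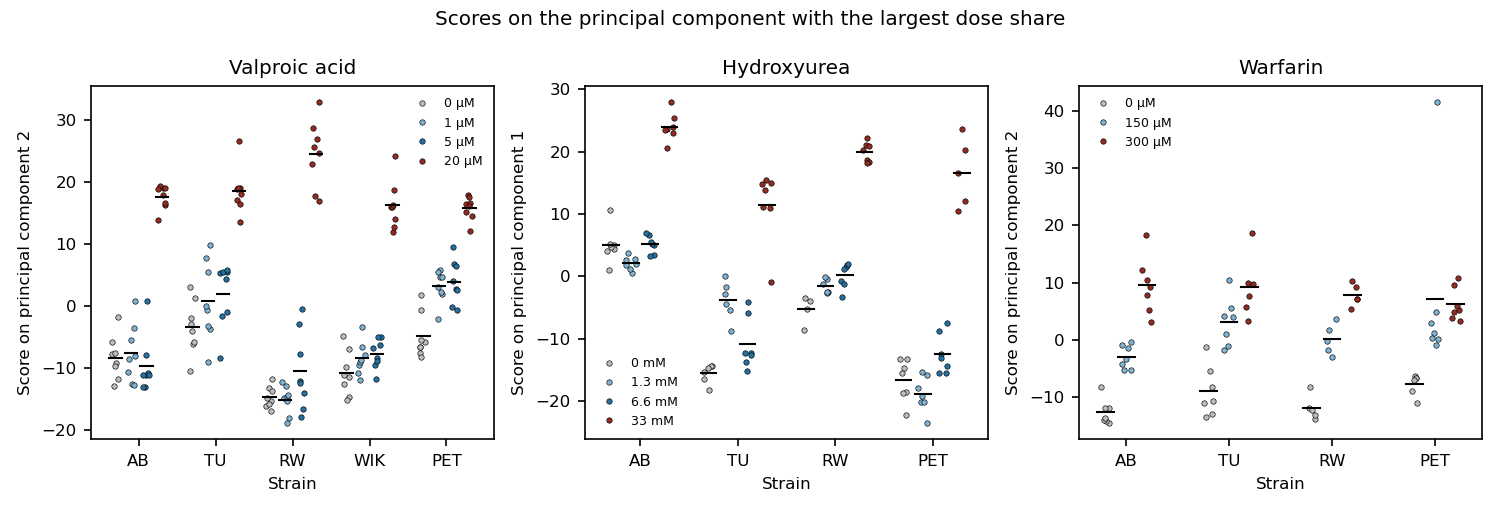
Score of each larva on the dose component of its compound, by strain and dose, with valproic acid, hydroxyurea and warfarin in separate panels. Each point is a single larva, each horizontal line is the mean of its group, and scores have no unit. All 40 larvae at 20 µM of valproic acid, 24 of 26 at 33 mM of hydroxyurea and all 25 at 300 µM of warfarin lay above every untreated larva of their experiment.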

The PCA plots revealed clear, concentration-dependent shifts in transcriptional signatures across all three compounds tested.

For valproic acid, which is known to affect histone deacetylation and neural development, embryos exposed to the highest dose (20 µM) clustered distinctly from those exposed to lower doses and from untreated controls (Fig. 3A). This separation was consistent across all five strains, indicating a robust and reproducible transcriptional response to valproic acid at higher concentrations. 

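On component 2, the larvae exposed to 20 µM of valproic acid had scores of 11.9 to 32.8, above all larvae at 0 (-17.1 to 2.94), 1 µM (-18.9 to 9.80) and 5 µM (-18.0 to 9.49). The mean was 18.5 ± 4.68 (SD, n = 40) at 20 µM, -8.51 ± 5.26 at 0, -5.51 ± 7.77 at 1 µM and -4.49 ± 7.54 at 5 µM. Over all strains, the means at 1 and 5 µM differed from that at 0 by less than their SDs. In PET the mean was -4.97 ± 3.53 (n = 8) at 0, 3.15 ± 2.58 at 1 µM and 3.83 ± 3.51 at 5 µM. At these doses, 7 and 6 of the 8 PET larvae were above every PET control. In TU, 3 and 5 of the 8 larvae were above every control of their strain, in RW 0 and 3, in AB 1 and 1, and in WIK 1 and 0. When the log10 total count was regressed out of each gene before PCA, 21 of the 40 larvae lay beyond every control on the dose component. Without larvae under 0.5 times the median total count, all 28 of those left did so. In settings chosen after the values were seen, the number was 40 of 40 with counts thinned to 300000 per larva and 38 of 40 with the slope on the log10 total count within groups subtracted.

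Among the changed genes with a mean count of at least 10 per larva that went the same way in each strain, hbbe3, he1.1 and ctslb rose most at 20 µM and sycn.3, sycn.1 and prss1 fell most. The embryonic globin gene hbbe3 rose from 0.72 ± 1.12 to 34.0 ± 37.4 CPM (SD, n = 40 each), a log2 fold change of 5.39 (standard error 0.38, adjusted p = 1.02e-29 from edgeR's quasi-likelihood test), and 36 of 40 exposed larvae were above every control. The hatching enzyme gene he1.1 rose from 8.68 ± 6.55 to 255.6 ± 208.7, a log2 fold change of 5.20 (standard error 0.25, adjusted p = 4.2e-45, 38 of 40 larvae above every control), and between strains its fold change was 3.45 to 6.22 on the log2 scale. The cathepsin L gene ctslb had a log2 fold change of 4.64 (standard error 0.27, adjusted p = 3.89e-37, 35 of 40 larvae above every control). The trypsin gene prss1 fell from 1498 ± 688 to 70.1 ± 30.9 CPM, a log2 fold change of -4.43 (standard error 0.18, adjusted p = 8.64e-56), and all 40 exposed larvae were below every control. The syncollin genes sycn.3 and sycn.1 had log2 fold changes of -6.26 (standard error 0.38, adjusted p = 2.5e-35, 31 of 40 larvae below every control) and -4.58 (standard error 0.30, adjusted p = 2.71e-32, no larva below every control). The globin, hatching enzyme, trypsin and syncollin genes belong to families of similar copies, between which the authors' counting could have split reads.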

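In every strain, the mean score on component 2 at 20 µM was farther from that of its own controls than the SDs of either group. In AB it was 17.6 ± 1.92 (SD, n = 8) at 20 µM and -8.39 ± 3.50 at 0, in TU 18.5 ± 3.76 and -3.45 ± 4.28, in RW 24.5 ± 5.36 and -14.8 ± 1.70, in WIK 16.2 ± 3.88 and -10.9 ± 3.58, and in PET 15.8 ± 1.87 and -4.97 ± 3.53. With a mean for each strain and dose in 1 fit over 21073 genes, 20 µM changed 1223 genes in AB (22.7% higher), 1463 in TU (53.9% higher), 1406 in RW (33.9% higher), 2560 in WIK (46.8% higher) and 1427 in PET (18.6% higher). When each strain was fitted on its own larvae, the number was 3794 in RW, 504 in TU and 899 in PET. Genes changed over the other four strains were then followed in the strain left out. They went in the same direction for 83.8% of 3189 genes in AB, 60.99% of 4540 in TU, 89.3% of 2615 in RW, 85.5% of 2774 in WIK and 84.5% of 3333 in PET. Across genes, which are not independent replicates, the log2 fold changes of pairs of strains had a median r of 0.30, from 0.04 for TU and WIK to 0.37, and the median was 0.52 over genes with a mean of at least 10 counts. The fold changes at 1, 5 and 20 µM, tested together, differed between strains for 2751 genes (test of the strain by dose interaction, adjusted p under 0.05). From the separation of the larvae at 20 µM in all strains, the paper concludes that the response to valproic acid at higher concentrations was robust and reproducible.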

Interestingly, even at the control and low-dose levels, the PET strain exhibited a slight displacement in PCA space compared to the other strains, suggesting potential baseline differences in gene expression or early-stage responses unique to this strain. Similarly, hydroxyurea, a ribonucleotide reductase inhibitor that interferes with DNA synthesis, induced significant transcriptional alterations at elevated concentrations (Fig. 3B). 

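Displacement was measured as the distance, in components 1 to 3, between the centroid of a strain and the mean of the centroids of the other strains at the same dose, divided by the root mean square distance of larvae from the centroid of their own strain. For PET it was 2.95 at 0, 2.97 at 1 µM and 3.13 at 5 µM of valproic acid (permutation of strains among the 40 larvae of each dose, p = 1e-05, the smallest that the permutations can give, adjusted p = 1.12e-05 over 19 displacements). Among untreated larvae, PET had the largest value, followed by RW with 2.37, TU with 2.11, WIK with 1.96 (permutation p = 1e-05 for each) and AB with 1.56 (permutation p = 0.00011). The median total count of PET larvae was the lowest of the 5 strains in this experiment. After the log10 total count was regressed out of each gene, the displacement of PET was 1.81 at 0, 1.22 at 1 µM and 0.75 at 5 µM (permutation p = 0.0627 for the last). At 5 µM it was 3.92 without larvae under 0.5 times the median total count (2 PET larvae left, permutation p = 1e-05). In settings chosen after the values were seen, it was 2.23 with counts thinned to 300000 per larva (permutation p = 2e-05) and 2.20 with the slope on the log10 total count within groups subtracted (permutation p = 1e-05). At 0, 4437 of 16720 genes differed between PET and the mean of the other strains, 4075 for RW, 3945 for TU, 3478 for WIK and 350 for AB. With the log10 total count as a covariate, these numbers were 647 for PET, 42 for RW, 83 for TU and 960 for WIK.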

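At 33 mM of hydroxyurea, rrm2, which encodes a subunit of ribonucleotide reductase, rose from 95.0 ± 16.8 (SD, n = 24) to 303.8 ± 88.7 CPM (n = 26). This was a log2 fold change of 1.68 (standard error 0.08, adjusted p = 1.65e-35 from edgeR's quasi-likelihood test), and all 26 exposed larvae were above every control. Of the changed genes with a mean count of at least 10 that went the same way in each strain, CU927934.3, si:ch73-56d11.5 and exo1 rose most and zgc:92590, CR385050.2 and the chymotrypsinogen gene ctrb.2 (under an older zgc symbol in the table) fell most. The exonuclease gene exo1 had a log2 fold change of 2.00 (standard error 0.28, adjusted p = 2.13e-09, 19 of 26 larvae above every control), from 2.57 ± 1.90 to 9.58 ± 3.92 CPM. CU927934.3 and si:ch73-56d11.5, listed under the names of genomic clones, had log2 fold changes of 2.66 (standard error 0.42, adjusted p = 7.83e-08, 13 of 26 larvae above every control) and 2.39 (standard error 0.30, adjusted p = 4.43e-11, 20 of 26 larvae). ctrb.2 fell from 369 ± 150 to 19.8 ± 22.1 CPM, a log2 fold change of -4.25 (standard error 0.28, adjusted p = 2.4e-26), with all 26 larvae below every control. CR385050.2 had a log2 fold change of -4.39 (standard error 0.47, adjusted p = 1.39e-14, 24 of 26 larvae below every control). For zgc:92590 the value was -4.57 (standard error 0.71, adjusted p = 2.1e-08, no larva below every control), and between strains it was -8.72 to -1.55.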

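On component 1 of the PCA for hydroxyurea, 24 of the 26 larvae at 33 mM had higher scores than all untreated larvae, and the other two were 1 larva of TU (-0.95) and 1 of PET (10.5). In AB, the mean score was 24.0 ± 2.25 (SD, n = 7) at 33 mM, 5.17 ± 1.44 (n = 7) at 6.6 mM, 2.09 ± 1.06 (n = 7) at 1.3 mM and 5.02 ± 2.87 (n = 7) at 0. In TU it was 11.5 ± 5.76 (n = 7), -10.9 ± 4.17 (n = 7), -3.80 ± 3.07 (n = 6) and -15.6 ± 1.52 (n = 6) in the same order. In RW it was 19.9 ± 1.58 (n = 7), 0.18 ± 1.99 (n = 7), -1.55 ± 1.16 (n = 6) and -5.30 ± 2.28 (n = 4), and in PET 16.6 ± 5.51 (n = 5), -12.4 ± 3.22 (n = 7), -18.9 ± 2.81 (n = 7) and -16.6 ± 3.34 (n = 7). At 6.6 mM, all 7 RW larvae, 6 of 7 TU larvae, 4 of 7 PET larvae and none of the 7 AB larvae were above every control of their own strain. With log2 CPM after TMM normalization in place of Seurat's values, 12 of the 26 larvae at 33 mM lay beyond every control on the dose component. In the other settings that kept all larvae at 33 mM, some of them chosen after the values were seen, 25 or 26 did so. Without larvae under 0.5 times the median total count, 18 of 19 did so. With a mean for each strain and dose over 17236 genes, 33 mM changed 1248 genes in AB, 1034 in TU (370 higher), 1056 in RW (378 higher) and 1623 in PET. The split in AB was 430 higher and 818 lower, and with the size factors of DESeq2 in place of TMM it was 603 higher and 636 lower.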

Embryos treated with higher doses formed well-defined clusters distinct from those of lower-dose or control groups in the PCA space, emphasizing a clear dose-response relationship. In this case, the AB strain plots were marginally separated from the other strains, pointing to possible subtle differences in the molecular response threshold, although the overall transcriptional direction remained consistent. 

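The displacement of AB from the other strains, as defined for valproic acid, was 2.73 at 0, 3.02 at 1.3 mM, 4.32 at 6.6 mM and 2.28 at 33 mM of hydroxyurea (7 AB larvae per dose, permutation p = 1e-05 for each, the smallest that the permutations can give). Among untreated larvae it was 2.23 for PET, 2.18 for TU (permutation p = 1e-05 for both) and 0.96 for RW (4 larvae, permutation p = 0.0952). AB larvae also had the lowest median total count of this experiment. With the log10 total count regressed out of each gene, the displacement of AB was 1.21 at 0, 0.94 at 1.3 mM, 0.95 at 6.6 mM and 0.84 at 33 mM. At 0, 1755 of 14589 genes differed between AB and the mean of the other strains, and 84 with the log10 total count as a covariate. For PET, TU and RW, 494, 428 and 95 genes differed, and the number for RW was 30 to 87 across the 4 fits that each left out 1 untreated RW larva. The log2 fold changes at 33 mM had a median r of 0.35 between pairs of strains across genes (0.28 to 0.46). Of 3719 genes changed over the other three strains, 81.8% went in the same direction in AB, and the share was 89.01% of 2703 in TU, 84.8% of 2924 in RW and 93.6% of 2304 in PET. From the position of AB in Fig. 3B, the paper proposes subtle differences in the response threshold of this strain, and it states that the overall direction of the response was the same.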

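The largest increases at 300 µM of warfarin, among changed genes with a mean count of at least 10 that went the same way in each strain, were those of cyp2k18, si:ch211-14a17.10 and abcc12. The cytochrome P450 gene cyp2k18 rose from 16.7 ± 8.29 to 369.9 ± 190.8 CPM (SD, n = 25 each), a log2 fold change of 4.40 (standard error 0.18, adjusted p = 3.65e-37 from edgeR's quasi-likelihood test), and 24 of 25 exposed larvae were above every control. The ABC transporter gene abcc12 rose from 5.84 ± 2.92 to 43.7 ± 16.0, a log2 fold change of 2.92 (standard error 0.19, adjusted p = 4e-24, 24 of 25 larvae above every control). For si:ch211-14a17.10 the log2 fold change was 3.42 (standard error 0.44, adjusted p = 5.39e-10, 18 of 25 larvae above every control). The largest decreases were those of si:dkey-22i16.7, ctrb.2 and chia.1. The chitinase gene chia.1 fell from 94.9 ± 28.7 to 16.3 ± 9.18 CPM, a log2 fold change of -2.55 (standard error 0.18, adjusted p = 2.15e-21, 24 of 25 larvae below every control). si:dkey-22i16.7 and ctrb.2 had log2 fold changes of -2.84 (standard error 0.33, adjusted p = 4.63e-11, 11 of 25 larvae below every control) and -2.63 (standard error 0.23, adjusted p = 1.66e-16, 13 of 25 larvae). Cytochrome P450 and chitinase genes have similar copies between which the authors' counting could have split reads. With a mean for each strain and dose over 14826 genes, 300 µM changed 2.70% of the genes in AB, 3.03% in TU, 1.91% in RW and 0.884% in PET. Without AB larvae, 672 genes were changed at 300 µM over the remaining strains.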

Warfarin, a vitamin K antagonist widely used as an anticoagulant, also elicited strong, dose-dependent transcriptional changes (Fig. 3C). 

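On component 2 of the PCA for warfarin, all 25 larvae at 300 µM (3.15 to 18.6) lay above all untreated larvae (-14.5 to -1.28), and 19 of the 26 larvae at 150 µM lay below every larva at 300 µM. Over strains, the mean score was 8.17 ± 4.06 (SD, n = 25) at 300 µM, 2.01 ± 8.82 (n = 26) at 150 µM and -10.3 ± 3.41 (n = 25) at 0. In AB, the mean was 9.50 ± 4.97 (n = 7) at 300 µM and -2.97 ± 2.05 (n = 7) at 150 µM, in TU 9.17 ± 5.25 (n = 6) and 3.19 ± 4.22 (n = 7), and in RW 7.82 ± 1.90 (n = 5) and 0.12 ± 2.69 (n = 5). In PET it was 6.24 ± 2.90 (n = 7) at 300 µM and 7.17 ± 15.3 (n = 7) at 150 µM, where 1 larva had a score of 41.5 and the other six -0.89 to 4.89. At 150 µM, all larvae of AB, RW and PET and 6 of 7 larvae of TU were above every control of their own strain. When all genes kept by filterByExpr entered the PCA, 15 of the 25 larvae at 300 µM lay beyond every control on the dose component. With the larvae of all 3 compounds together, 17 did so. In the other settings, some of them chosen after the values were seen, all larvae left at 300 µM did so.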

The PCA revealed that embryos exposed to 300 µM of warfarin grouped separately from those at lower concentrations and controls. This pattern mirrors the transcriptional shifts observed with the other two compounds, further validating the sensitivity and specificity of the approach. Despite these pronounced dose-dependent changes in gene expression, embryos from different strains generally clustered closely together under equivalent exposure conditions. This suggests that the chemical treatments exerted a stronger influence on transcriptional profiles than genetic background alone. 

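Strain accounted for 8.59% of the variance of the dose component for valproic acid, 31.3% for hydroxyurea and 3.32% for warfarin. On the first 3 components together, untreated larvae of the strains lay farther apart. In the experiment with warfarin, the displacement at 0 was 3.21 for TU (7 larvae), 2.92 for AB (7 larvae), 2.73 for PET (6 larvae) and 2.68 for RW (5 larvae), with a permutation p of 1e-05 for each, the smallest that the permutations can give. With the log10 total count regressed out of each gene, that of TU was 0.43 (permutation p = 0.419). In settings chosen after the values were seen, it was 2.40 with counts thinned to 300000 per larva and 2.76 with the slope on the log10 total count within groups subtracted (permutation p = 1e-05 for both). At 0, 796 of 12633 genes differed between TU and the mean of the other strains, 1.31% of the genes for AB, 130 genes for PET and 88 for RW, and the number for TU was 55 with the log10 total count as a covariate. The number for RW was 50 to 66 across the 5 fits that each left out 1 untreated RW larva.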

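Over the 2000 most variable genes, dose accounted for 8.81% of the total variance and strain for 18.9% with valproic acid, against 1.57% and 2.34% on average when the labels were permuted. With hydroxyurea, dose accounted for 8.87% and strain for 12.5% (2.62% and 2.73% when permuted). With warfarin, dose accounted for 5.84% and strain for 12.6% (2.42% and 3.87% when permuted). Each share was larger than in all 100000 permutations of doses within strains or of strains within doses (one-sided, p = 1e-05, the smallest they can give). The share of strain was thus larger than that of dose for all 3 compounds. When genes were centred but not scaled, so that genes with large changes weighed more, dose accounted for 37.8% and strain for 20.4% with hydroxyurea and for 25.9% and 19.8% with warfarin, while with valproic acid the shares were 18.8% and 29.4%. After the log10 total count was regressed out of each gene, dose accounted for 11.0% and strain for 7.09% with valproic acid. In this setting the share of strain stayed the larger with hydroxyurea (8.76% for dose and 8.93% for strain) and warfarin (5.87% and 8.56%). Strains differ in total count, so regressing it out also takes up differences between strains. In settings chosen after the values were seen, strain kept the larger share with valproic acid. With the slope on the log10 total count within groups subtracted, dose accounted for 10.2% and strain for 13.6%. With counts thinned to 300000 per larva the shares were 6.27% and 25.9%. From the clustering of the strains in Fig. 3 under equivalent exposure, the paper proposes that the treatments influenced the transcriptional profiles more than genetic background alone.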

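The test of the strain by dose interaction asks whether the fold changes at all doses, taken together, differ between strains. A gene can thus be called for a difference at a lower dose alone. The test called 486 of 17236 genes for hydroxyurea and 81 of 14826 for warfarin (adjusted p under 0.05 from edgeR's quasi-likelihood test). When every gene with at least 1 count was tested, these numbers were 1741 and 442. For warfarin, the log2 fold changes at 300 µM had a median r of 0.22 between pairs of strains across genes, from 0.18 to 0.35. The genes changed over the other three strains went in the same direction in the strain left out for 95.8% of 672 genes in AB, 81.9% of 1193 in TU, 92.5% of 892 in RW and 88.6% of 1109 in PET.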

The degree of inter-strain variability was relatively small and did not overshadow the compound-induced effects, indicating that zebrafish embryos from different strains mount broadly conserved molecular responses to teratogens. The transcripts that showed downregulation or upregulation after exposure to varying concentrations of valproic acid, hydroxyurea, or warfarin were listed in Supplementary Tables S3–S18.

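Supplementary Tables S3 to S10 list transcripts with a log2 value for the change, and several transcripts of a gene share 1 line of values. By gene, the paper's tables for valproic acid name 3 genes lower at 1 µM (Table S3), 0.351% of the 31658 genes as lower at 5 µM (Table S4), 1 higher at 1 µM (Table S6), 17 higher at 5 µM (Table S7) and 840 higher at 20 µM (Table S8). Those for hydroxyurea name 48 genes lower at 1.3 mM (Table S9) and 0.742% of the 31658 genes as lower at 6.6 mM (Table S10). Of Table S5, 1993 lines were used here and 4009 were not, so it was compared only through its first gene. The test described above was run on genes. It called 93 of the tested genes of Table S4 in the same direction (91.2%), 8 of 13 of Table S7, 685 of 749 of Table S8, 67 of the tested genes of Table S10 (32.5%) and 0 of 44 of Table S9. Of the 44 tested genes of Table S9, all had a negative log2 fold change at 1.3 mM, with a median of -0.65 against a median of -0.72 in the paper's table, 36 of them had an unadjusted p under 0.05, and over all genes tested at this dose 1 was called. The first gene of Table S4, plp1b, had a log2 fold change of -0.97 at 5 µM of valproic acid (standard error 0.14, adjusted p = 2.15e-07 from edgeR's quasi-likelihood test, 12 of 40 larvae below every control). The first gene of Table S3, s100a1, had a value of -1.24 at 1 µM (standard error 0.42, adjusted p = 0.22), and that of Table S10, c8b, -0.999 at 6.6 mM of hydroxyurea (standard error 0.29, adjusted p = 0.0659, 3 of 28 larvae below every control). The call of c8b depended on the setting, with an adjusted p of 0.0191 from the larvae of this dose and 0 alone and of 0.836 without PET. The first gene of Table S9, rtbdn (under an older zgc symbol in the table), had a value of -1.25 at 1.3 mM (standard error 0.56, adjusted p = 1.00). lgals9l5, the first gene of Table S7, had a mean count of 4.1 per larva and was removed by the filter on low counts.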

**Fig. 3:**
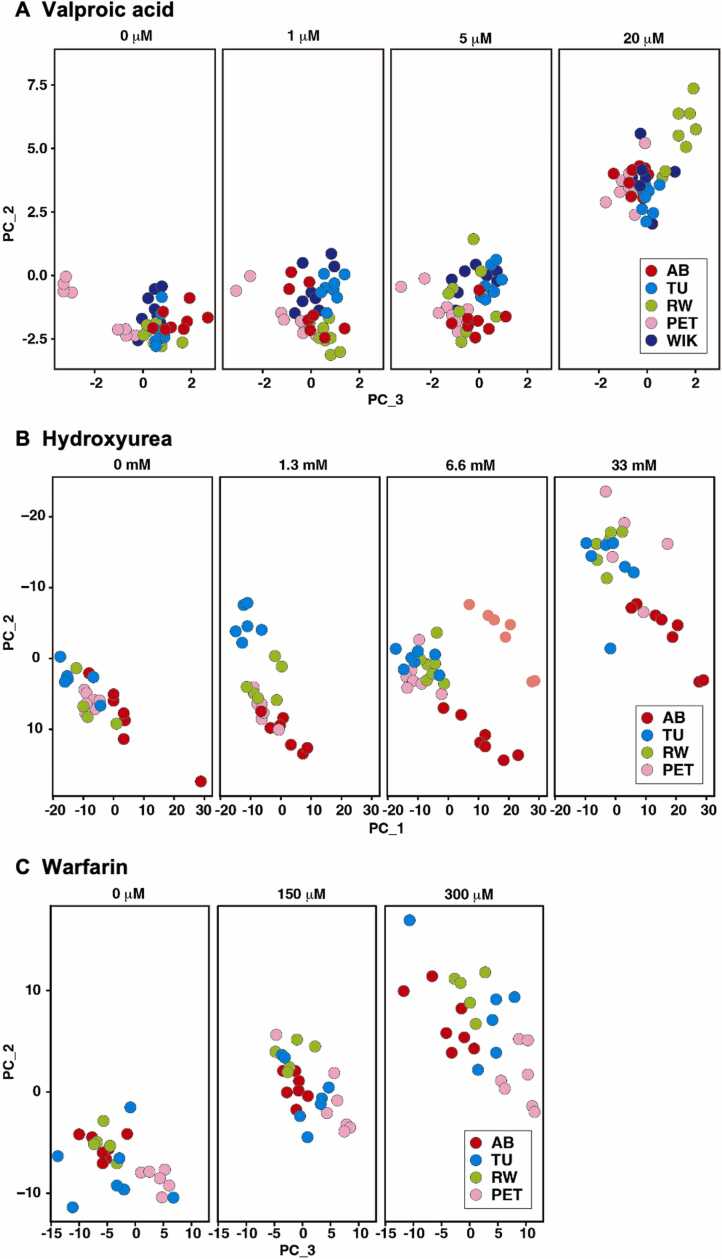
Comparable transcriptomic responses to teratogens across multiple zebrafish strains. The PCA of RNA-Seq data from whole larvae at 5 dpf exposed to increasing concentrations of (A) valproic acid, (B) hydroxyurea, and (C) warfarin. Each dot represents a single larva from one of five strains: AB (red), TU (blue), RW (green), PET (pink), and WIK (purple). The sample sizes (n) for each chemical concentration and zebrafish strain were shown in Supplementary Table S2. The number of biological replicates is one. Note that dose-dependent shifts in gene expression patterns were observed consistently across all strains, indicating similar transcriptional responses to chemical exposure.

Taken together, these findings demonstrate that although minor strain-specific transcriptional nuances exist, particularly at baseline or low exposure levels, the overall gene expression responses to chemical insults are largely consistent across diverse genetic backgrounds. This supports the validity of using multiple zebrafish strains in toxicogenomic studies and highlights the robustness of zebrafish embryos as a model for assessing teratogenic mechanisms at the transcriptomic level.

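AB, TU, RW and PET were used in all 3 experiments, each time with their own untreated larvae. The log2 differences of a strain from the mean of the other three at 0 were compared between experiments across 12464 genes, which are not independent replicates. The mean correlation of a strain with itself in another experiment was 0.03. Reassigning the strains between experiments in all 576 ways gave a mean as high with an exact permutation p of 0.332 (one-sided). Between the experiments with valproic acid and hydroxyurea, r was -0.24 for AB, -0.32 for TU, 0.10 for RW and -0.18 for PET. Between those with valproic acid and warfarin it was 0.13, 0.35, 0.28 and -0.08, and between those with hydroxyurea and warfarin -0.04, -0.10, 0.26 and 0.19, in the same order. Genes that differed in the same direction at 0 in all 3 experiments numbered 5 for AB, 2 for TU, 4 for RW and 3 for PET. In at least 1 pair of experiments, 0.538% of the genes differed in the same direction for AB, 2.80% for TU, 0.497% for RW and 0.746% for PET. In opposite directions it was 1.15%, 0.939%, 0.217% and 0.762%, in the same order. Of the genes shared by all 3, named here after their values were seen, AL929237.1 was higher in PET, with log2 differences of 3.10, 3.61 and 2.70, and crp2 was lower in AB, with -2.33, -2.31 and -1.42.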

## 4 Discussion

### 4.1 Limited inter-strain variability in teratogenicity

Genetic background can influence chemical susceptibility in animal models, as demonstrated in rodents and, to a lesser extent, in previous zebrafish studies [3], [5], [6], [14], [17], [18], [19], [29], [32], [33], [34]. Our recent phylogenetic analysis of 13 zebrafish strains revealed that all strains share a common ancestor, but the WIK strain is distinctly separated, forming a unique subgroup. Based on this, we initially hypothesized that WIK embryos might exhibit differential responses to chemical exposures compared to embryos of other strains. However, our MEFL results indicate that strain-related variability was minimal in any strain under the exposure conditions tested. Notably, all six compounds, valproic acid, hydroxyurea, methotrexate, acitretin, topiramate, and ibuprofen, elicited comparable, dose-dependent developmental toxicity characterized by increased malformations at intermediate doses and embryo lethality at higher concentrations. These phenotypic outcomes were consistent in both incidence and severity across all strains, particularly at moderate to high exposure levels. The observed phenotypes aligned with the known mechanisms of action and established teratogenic profiles of these compounds in humans and other model organisms. For example, valproic acid, a histone deacetylase inhibitor, disrupted embryonic development in a dose-dependent manner across all strains, leading to lower jaw hypoplasia and cardiac malformations as reported in the previous zebrafish studies [2], [20], [21], [28], [35]. This is consistent with its reported developmental toxicity in humans, including craniofacial abnormalities, congenital heart defects, and neural tube defects. Similarly, hydroxyurea, which interferes with DNA replication, produced comparable developmental outcomes such as microcephaly, shortened fins, and cardiac malformations in all zebrafish strains tested, mirroring its known embryotoxicity in mammals [2], [20], [21], [28], [35].

### 4.2 Limited inter-strain variability in transcriptome

The transcriptome offers a molecular perspective on chemical susceptibility and enables the assessment of whether genetic background modulates the direction or extent of gene expression changes during toxicant exposure. While MEFL testing highlights overt outcomes such as malformation at moderate doses and lethality at higher doses, RNA-Seq reveals subtle internal responses even at low, non-hazardous concentrations. PCA of transcriptomic data demonstrated dose-dependent shifts in gene expression, progressing from control to high-exposure conditions. Embryos exposed to higher concentrations formed distinct clusters from those in control, low, or moderate exposure groups, reflecting robust transcriptional activation or repression. Crucially, PCA plots indicated that despite the strong dose effect, embryos from different strains clustered similarly under identical exposures. Some minor strain-specific variations were observed (e.g., PET with valproic acid, TU and PET with hydroxyurea), but these did not disrupt the overall clustering patterns or dose-response trends. These discrepancies likely stem from intrinsic expression baselines or early regulatory dynamics and do not impair the consistency or interpretability of transcriptional outcomes.

Taken together, our combined phenotypic and transcriptomic analyses show that zebrafish embryos from different genetic backgrounds respond consistently to teratogenic exposures, especially at moderate to high doses. This consistency supports the utility of zebrafish for regulatory toxicology, where reproducibility is essential. Future work should explore additional chemical classes and employ earlier time points and time-resolved transcriptomics to better capture initial molecular responses. Integration with proteomic and metabolomic data may further enhance the utility of zebrafish in predictive toxicology and human health risk assessment.

## 5 Conclusion

Our study was designed to systematically evaluate the extent of inter-strain variability in both phenotypic and molecular responses to teratogenic chemical exposure during zebrafish embryogenesis. By applying the MEFL assay and RNA-Seq, we revealed broadly consistent patterns of concentration-dependent malformations, lethality, and transcriptomic responses across all five AB, TU, RW, WIK, and PET strains, suggesting that despite genetic differences, zebrafish embryos exhibit largely conserved susceptibility to chemical exposure. The low inter-strain variability justifies the use of various wild-type and transgenic strains, including outbred populations, in developmental toxicity testing.

## CRediT authorship contribution statement

**Chitose Taya:** Investigation. **Kota Ujibe:** Investigation. **Hiromi Hirata:** Writing – review & editing, Writing – original draft, Validation, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Conceptualization. **Seiji Wada:** Investigation. **Makoto Kashima:** Investigation. **Shinnosuke Shimodaira:** Investigation. **Aoto Sakamoto:** Investigation.

## Declaration of Competing Interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Hiromi Hirata reports financial support was provided by Japan Agency for Medical Research and Development. Hiromi Hirata reports a relationship with Japan Chemical Industry Association that includes:. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

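Single whole larvae at 5 dpf, exposed from 5–6 hpf, were measured by Lasy-Seq 3′ RNA-Seq in 3 experiments with their own untreated controls: 160 larvae of 5 strains with valproic acid, 24 to 28 larvae per dose of 4 strains with hydroxyurea and 76 larvae of 4 strains with warfarin. All 340 larvae were mapped to strain, dose and larva number from the sample labels, and the numbers per group were compared with Supplementary Table S2. The strains of an experiment came from separate clutches, so strain and clutch share 1 label here.

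The authors deposited 1 table of estimated counts per gene and larva, not normalized. The paper states that paired-end reads were sequenced on an Illumina instrument and refers to an earlier publication for mapping and counting, and its text does not name the aligner, the genome build or the annotation. The table holds 31658 genes by name, of which 0.960% had no count. Values that were not whole were found for 34 genes in 24 larvae. The estimated counts were rounded to whole numbers, which changed the total of a larva by 0. The design had been written for whole counts, and the tests were kept because rounded estimated counts need the same tests. No coordinates were used. No columns of the same values were found, and the highest correlation of log counts between a pair of larvae was 0.963.

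The total count per larva, 124136 to 14186334 with a median of 2272278, sets the precision. In the larva with the fewest counts, a gene with 3 counts has a share of 24 CPM. Counts of single larvae were never reported alone, and differences were judged against the spread between larvae. The number of molecules behind the counts is not known, since no molecular identifiers are described, and counting error is therefore a lower limit of the error.

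Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0. For each compound, genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, counts were normalized by TMM, and edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) was applied with a trended dispersion. Dose effects over strains came from a fit with strain and dose as terms, and effects within strains and the strain by dose interaction from a fit with a mean for each strain and dose. Strain differences at 0 compared each strain with the mean of the others among untreated larvae. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Named genes were, for the highest dose of each compound, the 3 largest increases and decreases among changed genes with a mean count of at least 10 and the same direction in each strain, the first gene of each of the paper's tables, and the 2 genes with the most counts in each gene list. Lists of marker genes were tested with camera with a preset correlation of 0.01, with exocrine pancreas, hatching gland, embryonic globins, myelin and phototransduction for valproic acid, p53 targets, DNA replication and cell cycle and exocrine pancreas for hydroxyurea, and vitamin K-dependent clotting and xenobiotic metabolism for warfarin.

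PCA used the 2 Seurat functions that the paper names, FindVariableFeatures (2000 features) and RunPCA. The paper does not state the normalization, the scaling or which larvae entered 1 PCA. Seurat's defaults were chosen here (a scale factor of 10000, log-transformed counts and scaled genes), for the larvae of each compound. Shares of variance between doses and between strains were tested against 100000 permutations of doses within strains or strains within doses, and the displacement of a strain against 100000 permutations of strains within a dose. These tests were one-sided, for larger values. Relations with the total count were computed within groups of the same strain and dose and permuted within groups, two-sided. Strain differences at 0 were compared between experiments by reassigning strains in all 576 ways.

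The tests were tested on simulated data first. Among 14760 simulated genes with 400 changed, the dose test recovered 61.8% of the changed genes, and 2% of 252 called genes were false. With no gene changed it called 0 of 14760 genes. Within a single strain it recovered 45.5% of 200 changed genes, for the interaction 72% and for a strain at 0 86.5%. A simulated dose share of 11.27% was estimated as 13.0% and a strain share of 28.91% as 30.8% over 2000 genes. With doses that did not differ, the test of the dose share had p under 0.05 in 4 of 50 simulations. The displacement test had it in 4 of 50 where strains did not differ. The test of the strain share was not simulated without strain differences.

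Choices and alternatives were fixed before the data were examined, except for those that the closing section names as chosen later. The alternatives were the size factors of DESeq2, no filter on low counts, a minimum log2 fold change of 1, the larva number as a block, larvae with under 0.5 times the median total count left out, the log10 total count as a covariate or regressed out, no strain term, pairs of doses only, edgeR's exact test with strains pooled, each strain left out or fitted alone, single larvae left out in groups of 4 or 5, the Wald test of DESeq2, other values and genes for PCA, and fry or an estimated correlation for lists. Each count of genes was also set against other splits of the same larvae, 24 draws for valproic acid and 29 for the other compounds. The results of the MEFL test, methotrexate, acitretin, topiramate and ibuprofen were not analysed here, and Supplementary Tables S11 to S18 were not used here.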

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

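The tests of the lists in the compound they were chosen for, the interaction test and its covariate were planned, the tests of slower development with their splits (except for the sum of the hatching gland genes), those of the total count and of clone-named genes for larvae that lay apart (except for the total count of the AB control larva and clone-named genes in the PET larva at 150 µM of warfarin) and the splits for the interaction with valproic acid were set before their results were seen, and the other tests of explanations in this part were chosen only after the result was seen.

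Scores on the dose component and total counts were examined in 48 groups of 4 to 8 larvae, 96 sets of values. In 8 sets, 1 larva lay farther from the others than Dixon's 95% critical value allows, where chance gives 4.8. The farthest was PET larva 4 at 150 µM of warfarin, with a score of 41.5 on component 2 against -0.89 to 4.89 in the other six. After the slope of the score on the log10 total count within groups was removed, its gap was still 0.874 of the range, over the critical value, which argues against its total count as the source. In the first 10 components it lay closest to its own dose group, at a distance of 74.6 where the larvae of that group lay within 20.7, which argues against an exchanged dose label. Genes listed under the names of genomic clones took 3.14% of its counts against 1.98% to 2.37% in the others, and 14846 genes were detected in 300000 of its counts against 13395 to 13954. A library with more background of such genes is therefore a possible explanation, and an individual response of this larva was not tested.

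Of the other four scores that lay apart, AB larva 5 at 5 µM of valproic acid had 0.69 on component 2 (others -13.2 to -7.98). With the slope on the total count removed its gap was 0.479 of the range, under the critical value, and clone-named genes took 7.41% of its counts (others 2.58% to 3.88%), so its low total count of 739073 and its background may both play a part. It lay 24.7 from the nearest dose group, that of 1 µM, where the larvae of that group lay within 18.6, which argues against an exchanged label. AB larva 5 among the controls of warfarin had -8.21 on component 2 (others -14.5 to -11.8). Its total count of 3685235 would shift it by -1.094 from the mean of the others by the slope, but it lay 5.12 above them. With the slope on the total count removed, however, its gap was 0.499 of the range, under the critical value. These readings differ, so a part of the total count stays open. Clone-named genes took 2.24% of its counts (others 1.80% to 2.14%), so more background of such genes stays open. Its distance to the nearest dose group was 22.6, where the larvae of that group lay within 11.5. TU larva 1 at 20 µM of valproic acid had 26.6 on component 2 (others 13.4 to 19.0). Its gap was 0.545 of the range after the slope was removed, over the critical value, its own dose group was nearest at 53.2, and clone-named genes took 3.10% of its counts (others 4.17% to 9.19%), so none of the 3 sources was borne out. TU larva 7 at 33 mM of hydroxyurea had -0.95 on component 1 (others 11.0 to 15.4). Its gap was 0.735 of the range after the slope was removed, over the critical value, clone-named genes took 2.28% of its counts (others 1.85% to 2.49%), and it lay 19.3 from the nearest dose group, 6.6 mM, whose larvae lay within 13.5. A weaker response of this larva stays open and was not tested.

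In the other three groups the total count lay apart. WIK larva 8 at 5 µM of valproic acid had 189169 counts (others 2321684 to 4198319) and PET larva 1 at 150 µM of warfarin 3121494 (others 1238656 to 1959214). The score of this PET larva on the dose component, 0.28, was within the range of its group, and all 7 larvae of the group lay above every PET control, which argues against a different response to the dose. The score of WIK larva 8 was within the range of its group too (-5.04), but 0 of the 8 WIK larvae at 5 µM lay above every WIK control, and in the first 10 components it lay 75.6 from its own group (others 12.01 to 20.2). WIK larva 1 at 1 µM of valproic acid had 5662436 counts (others 2474267 to 3937832) and a score of -12.0, under the others at -10.8 to -3.46. For each of these 2 WIK larvae, a different response and the effect of its depth cannot be told apart, since depth and score come from the same single larva. No biological explanation was tested for the total counts.

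The response to dose differed between strains for 2751 of 21073 genes with valproic acid, 486 of 17236 with hydroxyurea and 81 of 14826 with warfarin (test of the strain by dose interaction, all doses together). Of 25 splits of the larvae with valproic acid, in which strains were permuted within doses, 1 gave as many genes, the real one, and the next gave 40. For hydroxyurea and warfarin 1 of 30 splits gave as many, and the next gave 33 and 8. Permuting strains also removes the differences between strains that are the same at all doses. The splits therefore do not tell an interaction apart from such differences. With the log10 total count as a covariate, the number was 1086 with valproic acid, 413 with hydroxyurea and 80 with warfarin, which argues against a trend with the total count as the whole cause. With valproic acid, part of the interaction may still go with the total count. In TU, the share of genes changed in the other strains that went in the same direction was 60.99% (2769 of 4540) without the covariate. With the covariate it was 75.3% (2617 of 3474), and in RW the shares were 89.3% (2334 of 2615) and 96.1% (1983 of 2064). The shares are thus not over the same genes. The share hardly moved in AB (83.8% and 83.6%) and WIK (85.5% and 85.9%) and fell in PET (84.5% and 82.5%). From 0 to the highest dose, the log10 total count changed by -0.29 in AB, -0.34 in WIK and -0.25 in PET. In TU and RW it changed by -0.01 and 0.08. Strains that share a fall of the total count can agree in direction with or without the covariate. A share that did not rise therefore does not exclude a part of the total count in AB, WIK and PET. In how many strains the total count plays a part stays open. Over the 13 combinations of strain and experiment, the correlation of a strain's response with the trend along total counts followed the change of the log10 total count from 0 to the highest dose (Pearson's r = 0.86, permutation p = 0.00025, Spearman's rho = 0.70, permutation p = 0.00492, r = 0.83 without the 2 farthest, permutation within experiments p = 0.00928, all one-sided). Genetic background, the clutch and the handling of each strain share the same label, and their parts were not tested.

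Gene lists fixed before the tests moved strongly at 20 µM of valproic acid. Single genes of them are in the paper's supplementary tables for valproic acid, such as prss1 and he1.1 at 20 µM and plp1b at 5 µM. The calls of the lists that were chosen for a compound held in that compound under fry, under an estimated correlation and with the size factors of DESeq2. All 19 tested genes of 20 on the exocrine pancreas list were lower (median log2 fold change -3.82, camera adjusted p = 4.17e-136, 40 larvae per dose), all of them changed, adjusted over the list alone as over all genes. Their share of all counts fell from 1.75% ± 0.786 (SD, n = 40) to 0.14% ± 0.062. Their most abundant genes were prss59.2, with a log2 fold change of -3.52 (standard error 0.16, adjusted p = 3.14e-48 from edgeR's quasi-likelihood test), and ctrb.3 (under an older zgc symbol in the table), with -3.95 (standard error 0.19, adjusted p = 9.94e-47). Of the hatching gland list, 3 of 4 tested genes of 5 were higher (median 4.60, adjusted p = 7.78e-13) and these 3 were changed, also adjusted over the list alone. The sum of its genes rose from 24.9 ± 15.0 to 535 ± 432 CPM, and 39 of 40 larvae were above every control. All 9 tested embryonic globin genes of 10 were higher and changed, adjusted over the list alone as over all genes (median 0.65, adjusted p = 6.49e-10), led in abundance by hbbe1.1 (log2 fold change 0.48, standard error 0.17, adjusted p = 0.025) and hbae1.3 (0.58, standard error 0.14, adjusted p = 0.000501). Of the myelin list, 6 of 7 tested genes of 8 were lower and these 6 were changed, also adjusted over the list alone (median -1.98, adjusted p = 1.77e-28), with mbpb at -1.59 (standard error 0.11, adjusted p = 3.34e-28) and mbpa at -2.51 (standard error 0.14, adjusted p = 2.61e-40). All 12 tested phototransduction genes of 13 were lower and changed, also adjusted over the list alone (median -1.64, adjusted p = 5.24e-43), with opn1lw2 at -0.83 (standard error 0.09, adjusted p = 6.61e-15) and opn1sw1 at -1.51 (standard error 0.16, adjusted p = 9.48e-16). For each of these lists, 1 of 25 splits of the larvae gave a p as small.

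A candidate explanation for these lists together is slower development of the exposed larvae, since genes of early structures rose and genes of organs that mature later fell. It was found from these values and is a hypothesis. At 5 µM of valproic acid (40 larvae per dose) the lists did not move together in this way. Exocrine pancreas genes (19 of 19, median -0.95, camera adjusted p = 3.64e-45) and myelin genes (6 of 7, median -0.75, adjusted p = 1.73e-15) were lower. Phototransduction genes were lower too (10 of 12, median -0.18, adjusted p = 0.000856), but not with an estimated correlation (p = 0.188). Hatching gland genes, however, were not higher (2 of 4, median 0.04, adjusted p = 0.836), and 7 of 9 globin genes were lower (median -0.24, adjusted p = 0.0559). Slower development alone therefore does not account for the decreases at 5 µM, unless the delay there was too short to move the hatching gland genes. The hypothesis was then followed in the other experiments. At 33 mM of hydroxyurea, myelin genes were lower (7 of 7, median -0.996, camera adjusted p = 2.54e-08), and at 300 µM of warfarin both the exocrine pancreas genes (19 of 19, median -1.86, adjusted p = 9.71e-109) and the myelin genes (7 of 7, median -0.45, adjusted p = 2.63e-05), in a test that could have come out the other way. For each of these 3 results, 1 of 30 splits of the larvae gave a p as small. The hatching gland genes did not rise there. Their sum was 6.29 ± 5.42 CPM (SD, n = 24) at 0 and 6.93 ± 9.61 (n = 26) at 33 mM of hydroxyurea, 1.10 times as high, with 1 of 26 larvae above every control. The test of the list itself decides little, since with hydroxyurea only 2 of its genes were tested, 1 higher and 1 lower (29 of 30 splits gave a p as small), and with warfarin 0, so the sums over all its genes are used here. With warfarin the sum was 4.25 ± 4.11 (n = 25) and 5.61 ± 6.24 (n = 25), 1.32 times as high, with 3 of 25 larvae above every control. The hatching gland sums argue against slower development to the extent seen with valproic acid as the source of the decreases with hydroxyurea and warfarin. A shorter delay stays open, and other lists went as slower development would have it. Phototransduction genes were lower at 33 mM of hydroxyurea (12 of 12, median -1.71) and 300 µM of warfarin (11 of 12, median -0.57). Globin genes were higher there (7 of 9, median 0.66, and 8 of 8, median 0.32), but 9 and 8 of 30 splits gave a p as small. Damage to the pancreas, the myelinating cells or the retina without slower development predicts the same decreases and stays open. The fall of the exocrine pancreas genes frees counts for all other genes, but this shifts them by 0.02 on the log2 scale (0.0235) with valproic acid, far less than the rise of the hatching gland and globin genes. The trend of the exocrine pancreas genes along total counts would give them -0.0426 with valproic acid, 0.0424 with hydroxyurea and 0.0504 with warfarin, which argues against the total count as the source. Reads split between copies of trypsin or globin genes can move single genes. They can move the sum of a list only where copies lie outside it, which was not tested.

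At 33 mM of hydroxyurea, all 9 tested p53 target genes of 13 were higher (median 1.196, camera adjusted p = 2.94e-16, 26 larvae against 24), of which 6 were changed over all genes and 7 when adjusted over the list alone. The most abundant were ccng1, with a log2 fold change of 1.21 (standard error 0.07, adjusted p = 9.78e-30 from edgeR's quasi-likelihood test, 25 of 26 larvae above every control), and rps27l, with 1.90 (standard error 0.09, adjusted p = 1.23e-35, 26 of 26 larvae). All 17 genes of the DNA replication and cell cycle list were higher (median 0.97, adjusted p = 5.21e-36) and 16 were changed, also adjusted over the list alone, with pcna at 0.92 (standard error 0.08, adjusted p = 1.56e-17, 21 of 26 larvae above every control). The 19 tested exocrine pancreas genes of 20 were all lower (median -3.04, adjusted p = 7.6e-77) and changed, also adjusted over the list alone. For each of the 3 lists, 1 of 30 splits gave a p as small. The counts freed by the exocrine pancreas genes shift other genes by 0.013 on the log2 scale, which argues against this source for the p53 and DNA replication lists. The rise of DNA replication genes may reflect arrest of cells in S phase or more cells in division at 5 dpf, as in a younger larva, and these were not told apart by a test.

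At 300 µM of warfarin, the xenobiotic metabolism list was higher (camera adjusted p = 6.49e-10, 25 larvae per dose, 1 of 30 splits with a p as small). Of 11 tested genes of 14, 7 were higher and 4 lower, with a median of 0.28, and 6 were changed, 5 higher and 1 lower, also adjusted over the list alone. The list holds cyp2k18, and its most abundant gene gstp1 had a log2 fold change of 0.46 (standard error 0.06, adjusted p = 3.68e-09 from edgeR's quasi-likelihood test, 5 of 25 larvae above every control). The counts freed by the exocrine pancreas genes shift other genes by 0.0137, which argues against this source. Induction of drug metabolism by warfarin is a possible explanation and has no test of its own here. On all lists, the larvae are whole bodies, so a change in a tissue's share of the RNA and a change within its cells are not separated.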

How the results depend on the processing

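The tests with counts thinned to 300000 per larva and with the slope on the log10 total count within groups removed were chosen only after the results were seen, and all other alternatives here were planned. Of 700 alternative values, 570 kept their direction and their side of the threshold or stayed within 1.5 times the count, 8 fell short of the threshold, 6 passed it, 0 reversed and the rest moved. Numbers of genes are given in this part as percent of the 31658 genes in the table. With the size factors of DESeq2 all 92 values stayed the same in this sense, as did the 10 gene list calls with fry and the 10 with an estimated correlation. Where the construction of an alternative does not show it below, the cause was not tested.

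In the tests of the text, the genes changed were 0.00316%, 1.36% and 11.8% at 1, 5 and 20 µM of valproic acid, 0.00316%, 0.546% and 10.8% at 1.3, 6.6 and 33 mM of hydroxyurea, and 1.35% and 4.09% at 150 and 300 µM of warfarin. The interaction held 8.69%, 1.53% and 0.256%. With valproic acid, 1.11% differed at 0 in AB, 12.5% in TU, 12.9% in RW, 10.99% in WIK and 14.02% in PET. With hydroxyurea 5.54% did in AB, 1.35% in TU, 0.3001% in RW and 1.56% in PET, and with warfarin 0.524%, 2.51%, 0.278% and 0.411%. At the highest dose, 4.62% changed in TU, 4.44% in RW and 4.51% in PET with valproic acid, 3.94% in AB with hydroxyurea, and 1.26% in AB and 1.42% in TU with warfarin.

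The share of changed genes that were higher moved by over 10 percentage points with the size factors of DESeq2 only in AB at 33 mM of hydroxyurea, from 34.5% to 48.7%. With the Wald test of DESeq2 it moved so for 13 of 34 results. For valproic acid it went at 1 µM from 100% to 32.5%, at 5 µM from 8.80% to 23.8%, and at 20 µM in RW from 33.9% to 46% and in PET from 18.6% to 29.8%. For hydroxyurea it went at 1.3 mM from 100% to 88.9%, at 6.6 mM from 53.8% to 64.9% and at 33 mM from 45% to 55.2%. At 33 mM it went in AB from 34.5% to 51.2%, in TU from 35.8% to 47% and in RW from 35.8% to 47.4%, and at 0 in TU from 70.1% to 57.6% and in RW from 71.6% to 55.3%. For warfarin it went in RW at 0 from 63.6% to 51%. With this test, 0.670% of genes were changed at 1 µM and 2.11% at 5 µM of valproic acid and 0.0284% at 1.3 mM of hydroxyurea. At 0, 1.71% differed in AB with valproic acid, 2.18% in TU and 0.474% in RW with hydroxyurea, and 0.815% in AB and 0.458% in RW with warfarin.

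With a minimum log2 fold change of 1, the genes changed were 0 (6.56% at an unadjusted p under 0.05) at 1 µM, 0.0979% at 5 µM and 2.98% at 20 µM of valproic acid, 0.0790% at 6.6 mM and 2.57% at 33 mM of hydroxyurea, and 0.196% at 150 µM and 0.550% at 300 µM of warfarin. Fewer genes can pass 2 thresholds than 1.

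With no filter on low counts, 1.75% of genes were changed at 1 µM and 3.65% at 5 µM of valproic acid and 0.256% at 1.3 mM and 1.11% at 6.6 mM of hydroxyurea. The interaction held 25.3% with valproic acid, 5.50% with hydroxyurea and 1.40% with warfarin. At 0, 3.25% differed in AB with valproic acid, 8.48% in AB, 2.37% in TU and 0.967% in RW with hydroxyurea, and 1.11% in AB, 5.03% in TU, 0.881% in RW and 1.16% in PET with warfarin. The median correlation of responses between strains was 0.12 with valproic acid, 0.10 with hydroxyurea and 0.04 with warfarin, and over genes with a mean of at least 10 counts it was 0.52, 0.50 and 0.32. The lowest share of genes with the same direction in a left-out strain was 76% with hydroxyurea and 72.7% with warfarin. These correlations were higher over genes with more counts, and what depth adds to this was not tested.

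With larvae under 0.5 times the median total count left out, 0.00948% of genes were changed at 1 µM and 0.265% at 5 µM of valproic acid and 0.0126% at 1.3 mM of hydroxyurea. The interaction held 0.0979% with warfarin, and the displacement of RW at 0 with hydroxyurea was 2.57 (3 larvae, permutation p = 1e-05, the smallest the permutations can give). With valproic acid no number is given for the interaction, since 7 of the 8 PET larvae at 20 µM were left out. This alternative gave no displacement for AB at 1.3, 6.6 and 33 mM, since fewer than 2 AB larvae were left. With the log10 total count as a covariate, 0.685% of genes were changed at 5 µM of valproic acid and the interaction held 3.43%. At 0, 0.262% differed in TU, 0.133% in RW, 3.03% in WIK and 2.04% in PET with valproic acid, 0.265% in AB and 0.518% in TU with hydroxyurea, and 0.329% in AB and 0.174% in TU with warfarin. Strains differ in depth, so this covariate also takes up differences between strains.

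With no strain term, the genes changed were 0 (3.19% at an unadjusted p under 0.05) at 1 µM and 0.287% at 5 µM of valproic acid and 0.357% at 6.6 mM of hydroxyurea. With only the larvae of a dose and of 0 in the fit, they were 0.00948% at 1 µM of valproic acid and 0.00632% at 1.3 mM of hydroxyurea. With edgeR's exact test over pooled strains, they were 0.0505% at 1 µM and 0.474% at 5 µM of valproic acid, 0.00632% at 1.3 mM of hydroxyurea and 0.856% at 150 µM of warfarin. With only a strain's own larvae in the fit, the highest dose changed 1.59% in TU, 11.98% in RW and 2.84% in PET with valproic acid, 1.37% in AB with hydroxyurea, and 2.31% in AB and 0.711% in TU with warfarin.

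Without AB, the genes changed were 0 (8.59% at an unadjusted p under 0.05) at 1 µM of valproic acid, 0.0284% at 1.3 mM of hydroxyurea, and 0.647% at 150 µM and 2.12% at 300 µM of warfarin. Without TU they were 0.0474% at 1 µM of valproic acid, 0 (1.85% at an unadjusted p under 0.05) at 1.3 mM and 0.278% at 6.6 mM of hydroxyurea. Without RW they were 0.133% at 1 µM of valproic acid, 0 (1.73% at an unadjusted p under 0.05) at 1.3 mM and 0.354% at 6.6 mM of hydroxyurea and 0.764% at 150 µM of warfarin. Without WIK they were 0 (4.08% at an unadjusted p under 0.05) at 1 µM of valproic acid. Without PET they were 0.164% at 5 µM of valproic acid and 0.00948% at 1.3 mM and 0.272% at 6.6 mM of hydroxyurea. These fits have fewer larvae.

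Among fits that each left out 1 larva of a group of 4 or 5, the genes of RW at 0 were 0.0948% to 0.275% over 4 fits with hydroxyurea, against 0.3001% with all larvae, the lowest without larva 4. With warfarin they were 0.158% to 0.208% over 5 fits, against 0.278%, the lowest without larva 3. The other 12 counts stayed within 1.5 times the count with all larvae, among them 2.32% to 3.03% changed in RW and 3.76% to 5.20% in PET by 33 mM of hydroxyurea.

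With counts thinned to 300000 per larva, at 0, 0.647% of genes differed in AB, 6.45% in TU, 5.84% in RW, 5.17% in WIK and 6.80% in PET with valproic acid. With hydroxyurea 1.999% differed in AB, 0.385% in TU, 0.0663% in RW and 0.509% in PET, and with warfarin 0.329% in AB, 1.33% in TU, 0.139% in RW and 0.167% in PET. The genes changed were 0.0442% at 1 µM and 6.69% at 20 µM of valproic acid, 0 (0.739% at an unadjusted p under 0.05) at 1.3 mM, 0.332% at 6.6 mM and 4.33% at 33 mM of hydroxyurea, and 2.44% at 300 µM of warfarin. The interaction held 4.65% with valproic acid, 0.682% with hydroxyurea and 0.111% with warfarin. Fewer counts leave fewer genes to test. The displacement at 0 was 0.31 for AB with valproic acid (8 larvae, permutation p = 0.49), 0.70 for TU (6 larvae, permutation p = 0.212) and 0.46 for PET (7 larvae, permutation p = 0.43) with hydroxyurea.

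In the PCA, larvae at the highest dose beyond every control numbered 21 of 40 with valproic acid when the log10 total count was regressed out, 12 of 26 with hydroxyurea on log2 CPM, and 15 of 25 with warfarin over all genes kept by filterByExpr. The displacement of RW at 0 with hydroxyurea (4 larvae) was 1.75 with the total count regressed out (permutation p = 0.00011), 1.55 on log2 CPM (permutation p = 0.00395), 1.01 over components 1 to 20 (permutation p = 0.0283) and 1.31 with the slope within groups removed (permutation p = 0.0103). With the total count regressed out, that of PET at 5 µM of valproic acid was 0.75 (8 larvae, permutation p = 0.0627) and that of TU at 0 with warfarin 0.43 (7 larvae, permutation p = 0.419). Over all genes kept by filterByExpr, it was 0.62 for AB at 0 with valproic acid (8 larvae, permutation p = 0.139), and 0.89 for TU (6 larvae, permutation p = 0.0621) and 0.65 for PET (7 larvae, permutation p = 0.187) at 0 with hydroxyurea.

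Larvae of different groups share numbers in their labels. With this number as a block, 0.0316% of the genes were changed at 1 µM of valproic acid. c8b then passed the threshold at 6.6 mM of hydroxyurea (adjusted p = 0.0417 from edgeR's quasi-likelihood test). The deviations of larvae with the same number from their group means had a median r of 0.0016 with valproic acid, 0.0006 with hydroxyurea and 0.0009 with warfarin, and 6.05%, 1.5% and 1.55% of these pairs were over 0.1, so the numbers do not pair the larvae.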

Differences from the paper's values

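The tests compared here were all planned, and none was chosen only after the result was seen. The counts of the paper's tables are by gene, and all alternatives named in this part were set before the data were examined.

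For genes lower at 1 µM of valproic acid, the paper's Table S3 has 3, or 0.00948% of the 31658 genes, and 0 were found here, while 2 of the 2 tested genes of that table were lower at an unadjusted p under 0.05. Of 15 alternatives, those within the paper's value were the fit of this dose and 0 alone (2) and edgeR's exact test (4). The other 13 were not. Genes of Table S3 itself were called as lower with no filter on low counts (2 of 3) and with the exact test (2 of 3). At 5 µM, the paper's Table S4 has 0.351% of the genes as lower and 1.24% (394 genes) were found here. With no strain term it was 0.256% (81 genes) and with the exact test 0.382%, and the other 13 alternatives did not come within 1.5 times the paper's number. For genes higher at 5 µM, the paper's Table S7 has 17 (0.0537%) and 38 (0.120%) were found here. The number was 23 with larvae of low total count left out, 24 without TU and 15 without PET, and the other 12 alternatives differed. At 20 µM, the paper's Table S8 has 840 higher genes (2.65%) and 1636 (5.17%) were found here. The number was 1072 with no strain term, 1120 with the exact test, 918 without RW and 1043 without WIK, and the other 11 alternatives differed.

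The log2 fold change of he1.1 at 20 µM is 4.81 in the paper's Table S8 and was 5.20 here (standard error 0.25). It was 5.04 with the log10 total count as a covariate, 4.96 with no strain term, 5.01 with the larvae of this dose and 0 alone, 4.91 with the exact test, 4.82 without RW and 4.94 without WIK. The other 8 of 14 alternatives differed from the paper's value.

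For genes lower at 1.3 mM of hydroxyurea, the paper's Table S9 has 48 (0.152%) and 0 were found here, while 36 of the 44 tested genes of that table were lower at an unadjusted p under 0.05. With no filter on low counts, 32 were lower, and the other 17 alternatives differed. At 6.6 mM, the paper's Table S10 has 0.742% of the genes as lower and 0.253% (80 genes) were found here. With no filter on low counts it was 0.591%, and the other 17 alternatives differed. Genes of Table S9 itself were called as lower in 4 settings, 2 genes with no filter and 1 each with the larvae of this dose and 0 alone, without AB and with the Wald test of DESeq2.

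The log2 fold change of c8b at 6.6 mM is -1.57 in the paper's Table S10 and was -0.999 here (standard error 0.29). It was -1.57 with no strain term, -1.57 with the exact test and -1.39 without TU, within the error of the paper's value, and the other 14 of 17 alternatives differed. Without PET it was -0.29 (standard error 0.21), so most of the change was in PET larvae. The SD of the controls (58.9 CPM, n = 24) was larger than their mean (36.4 CPM).

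For all 3 compounds the paper places treatment above genetic background in shaping the profiles. Over the 2000 most variable genes, the share of variance between strains was larger than that between doses here, 18.9% and 8.81% with valproic acid, 12.5% and 8.87% with hydroxyurea, and 12.6% and 5.84% with warfarin. With genes centred but not scaled, dose had the larger share with hydroxyurea (37.8% and 20.4%) and warfarin (25.9% and 19.8%), but not with valproic acid (18.8% and 29.4%). With the log10 total count regressed out, dose had the larger share with valproic acid (11.0% and 7.09%). In that setting it did not with hydroxyurea (8.76% and 8.93%) or warfarin (5.87% and 8.56%). Strains differ in total count, so regressing it out also takes up differences between strains. Among strains that varied with hydroxyurea, the paper's Results name AB and its Discussion TU and PET. The displacement here was 2.73 for AB, 2.23 for PET and 2.18 for TU at 0, and 3.02 for AB and 2.96 for TU at 1.3 mM.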

Other observations

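The test of the clotting list, the displacements, the strain differences at 0 and their mean correlation between experiments with its covariate were planned, the splits for strain differences at 0 with valproic acid, the test of developmental progress along the total count and the splits of lists followed beyond their compound were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

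Each count of changed genes was compared with other splits of the same larvae, in which doses were permuted within strains or strains within doses. For valproic acid, 1 of 25 splits, the real one, gave as many genes for each of the 3 doses, each of the 5 strains at 20 µM and each of the 5 strains at 0. For hydroxyurea and warfarin, 1 of 30 splits gave as many for each dose, each strain at the highest dose and each strain at 0. At 1 µM of valproic acid and at 1.3 mM of hydroxyurea this was 1 gene against 0 in every other split, which says little. The next largest counts within strains were not always small, with 510 genes in TU at 20 µM of valproic acid (1463 in the real split), 514 in AB at 33 mM of hydroxyurea (1248) and 643 in AB at 0 of hydroxyurea (1755). For gene lists, camera's p-values were small in some permuted splits too, down to 1.43e-31 for the exocrine pancreas list and 6.37e-06 for the hatching gland list at 20 µM of valproic acid, so these p-values overstate the evidence and the rank among the splits is the safer reading.

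The RNA of the vitamin K-dependent clotting list did not move at 300 µM of warfarin. Clotting proteins and their activity were not measured, and vkorc1 was among the listed genes that were not tested. Of 9 tested genes of 13, 5 were higher and 4 lower (median log2 fold change 0.03, camera adjusted p = 0.624, 25 larvae per dose), 0 were changed over all genes or over the list alone, and 0 had an unadjusted p under 0.05. Of 30 splits, 17 gave a p as small.

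Lists were also followed beyond the compound they were chosen for, with camera over all lists and doses. At 33 mM of hydroxyurea, phototransduction genes were lower (12 of 12, median -1.71, adjusted p = 6.54e-55, 26 larvae against 24) and 7 of 9 globin genes higher (median 0.66, adjusted p = 0.00371), the latter not with an estimated correlation (p = 0.164). Of 30 splits of the larvae, 1 gave a p as small for phototransduction and 9 for globin genes, so the rise of the globin genes is not set apart from chance. At 300 µM of warfarin, 11 of 12 phototransduction genes were lower (median -0.57, adjusted p = 8.68e-30, 25 larvae per dose), and 8 of 8 globin genes higher (median 0.32, adjusted p = 0.00694), again not with an estimated correlation (p = 0.182). Here 1 of 30 splits gave a p as small for phototransduction and 8 for globin genes, which were not set apart from chance either. Exocrine pancreas genes were lower also at 5 µM (19 of 19, median -0.95, adjusted p = 3.64e-45, 40 larvae per dose) and 1 µM of valproic acid (19 of 19, median -0.33, adjusted p = 4.49e-07, p = 0.146 with an estimated correlation) and at 150 µM of warfarin (19 of 19, median -0.96, adjusted p = 1.75e-49, 26 larvae against 25). With hydroxyurea they were lower at 6.6 mM (17 of 19, median -0.46, adjusted p = 1.07e-09) and 1.3 mM (17 of 19, median -0.15, adjusted p = 0.00119), neither with an estimated correlation (p = 0.0691 and 0.318). Globin genes were higher at 1.3 mM (8 of 9, median 0.31, adjusted p = 1e-07, p = 0.014 with an estimated correlation) but not at 6.6 mM (5 of 9, adjusted p = 0.796). The lists at these lower doses were not set against splits.

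Genes followed the log10 total count among larvae of the same strain and dose. With valproic acid 4733 genes did (3241 higher and 1492 lower in larvae with more counts), with hydroxyurea 0.806% of the 17236 genes (0.685% and 0.122%) and with warfarin 894 genes (395 and 499). Their slopes correlated between experiments across genes, which are not independent replicates (r = 0.34, 0.49 and 0.38). If larvae with more counts were further developed, exocrine pancreas and myelin genes would be higher with the total count in each experiment. Per 10-fold, the median log2 change of the exocrine pancreas genes was 0.26 with valproic acid, -0.25 with hydroxyurea and 0.51 with warfarin, and that of the myelin genes 0.13, 0.31 and 0.24. All 12 phototransduction genes were higher in each experiment (medians 0.64, 0.33 and 0.46). Other values went against developmental progress. The exocrine pancreas genes were lower with hydroxyurea (17 of 19, camera adjusted p = 0.000101, 0.386 with fry and 0.211 with an estimated correlation, neither adjusted). The embryonic globin genes, which further development would lower, were higher with valproic acid (9 of 9, median 0.76, adjusted p = 0.0392, 0.000971 with fry, 0.278 with an estimated correlation) and hydroxyurea (8 of 9, median 0.51, adjusted p = 0.039, 0.0873 with fry, 0.294 with an estimated correlation), and 5 of 8 were higher with warfarin (median 0.11, adjusted p = 0.836). Developmental progress and a technical trend with the total count cannot be told apart, since some lists moved as progress would have it, others against it, and the contrary ones depend on the correlation assumed between genes. The share of counts on clone-named genes fell with the total count (r = -0.40 with valproic acid, all but 1 larva, permutation p = 5e-05, adjusted p = 0.00015, rho = -0.40, r = -0.36 without the 2 farthest; r = -0.29 with hydroxyurea, all but 1 larva, permutation p = 0.0101, adjusted p = 0.0152, rho = -0.18, r = -0.27; r = -0.50 with warfarin, 76 larvae, permutation p = 1e-04, adjusted p = 0.000225, rho = -0.46, r = -0.44).

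Strain differences at 0 went with depth across experiments. Their resemblance between strains of different experiments followed the similarity of the total counts over 48 pairs (r = 0.79, permutation p = 0.00195, rho = 0.71, permutation p = 0.00391). After thinning to 300000 counts per larva r was 0.83, which argues against the number of counts itself. The projection of each strain's differences on the slopes found in the other experiments followed its total count (13 strain and experiment combinations, r = 0.97, permutation p = 1e-05, the smallest the permutations can give, rho = 0.92, permutation p = 2e-05, r = 0.96 without the 2 farthest, permutation within experiments p = 4e-05), so a composition of the library that goes with depth is a candidate source. The mean correlation of the same strain between experiments was 0.0296 (exact permutation p = 0.332), and 0.0585 with the log10 total count as a covariate (exact permutation p = 0.0694). Single pairs went both ways, from -0.32 to 0.35, and RW was positive in all 3 (0.10, 0.28 and 0.26). Genotype and a composition that goes with depth thus cannot be told apart by this mean, since each strain has its own depth in each experiment. Clutch, RNA quality and handling of the strains were not tested.

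Components 1 of valproic acid and warfarin held strain differences and followed the total count within groups. Their r of 0.57 (160 larvae) and 0.71 (76 larvae) argues against differences between strains alone, and their r of 0.41 and 0.56 in absolute size after thinning argues against the number of counts alone. The displacement of AB at 0 with hydroxyurea was 1.26 after thinning and 3.02 with the slope on the total count removed, and that of PET with valproic acid 1.60 and 2.75, which argues against the number of counts and against that slope as the whole source. The differences of AB and PET at 0 had an r of -0.24 and -0.18 between the experiments with valproic acid and hydroxyurea, but 0.13 for AB between those with valproic acid and warfarin and 0.19 for PET between those with hydroxyurea and warfarin, which does not decide on genotype. What else set these larvae apart stays open.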
